A study of Homo sapiens with 48 samples. Its data were reported in "Increased dermal collagen bundle alignment in systemic sclerosis is associated with a cell migration signature and role of Arhgdib in directed fibroblast migration on aligned ECMs" (2017).

How the data were processed

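Human dermal fibroblasts, the connective tissue cells of the skin that secrete and remodel collagen, were grown on electrospun polycaprolactone nanofibers that carried adsorbed type I collagen. The fibers were either aligned or randomly oriented. Poly(A)-selected RNA was made into strand-specific libraries with the Illumina TruSeq mRNA kit and sequenced as paired-end reads on a HiSeq instrument. The sample titles gave the fiber orientation, a time of 12 or 48 h, the presence or absence of TGFb (transforming growth factor beta, a cytokine that drives collagen production by fibroblasts) and a replicate number. These combine to 8 groups of 6 libraries, 48 libraries in all. The study obtained the cells from ATCC and named no donors. It described its replicates as biological and independent, without stating what was repeated. If the libraries were dishes of a common cell source, the p-values below hold for that source only. The culture protocol describes 48 h of culture only, so what the time of 12 h was counted from is not stated, nor are the isoform and the dose of TGFb. The labels name no batch, and any batch that followed the groups could not be separated from them.

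The authors aligned the reads to the hg19 human genome with STAR and tested differential expression with DESeq2, while the tool that counted reads per gene, its handling of strand and the annotation release were not stated. The deposited table holds normalized values per gene and library, a signal that is never negative. It was found that each column of the deposited table equals whole read counts divided by a DESeq2 median-of-ratios size factor computed over all 57399 features. These features comprise 57307 genes and 92 ERCC spike-in sequences, which are synthetic RNAs added to a sample in known proportions. Size factors computed again from the recovered reads differed from those in the table by a relative deviation of at most 1.5e-11, and whole reads were recovered for 100% of the 927601 nonzero values. Size factors ranged from 0.885 to 1.18, so normalization moved values only slightly. No reads were counted in any library for 27445 features. Gene identifiers were matched to GENCODE release 44 on GRCh37, the same assembly as hg19, and 53964 of them (94.2%) had a match. Coordinates are given on that assembly and count from 1.

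The recovered reads per library ranged from 15.04 to 18.6 M (M for mega), with a median of 16.4 M. Spike-ins took 0.247% to 0.677% of the reads, and between 18627 and 20041 genes per library had at least a single read. A gene with no reads could have been present at up to 3 reads, which is 0.162 to 0.200 CPM (reads scaled to a common total per library) depending on the library. This floor covers counting error only, since reads without molecular identifiers are not independent molecules. Within each group, every pair of libraries differed by more than sampling noise, with a chi-square per degree of freedom of 1.36 to 53.3, so no library was treated as a repeat of another.

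An edgeR quasi-likelihood test on counts had been chosen before the data were examined. Because the values proved to be normalized, limma (version 3.58.1 in R 4.3.3) was used as the principal test, with its trended and robust variance estimate, on log2 of the deposited value plus a pseudocount of 1. A fold change is therefore on the log2(value + 1) scale, which understates the change of genes with low values. Genes were kept by the filterByExpr rule of edgeR on the recovered reads, and spike-ins were not tested. Each comparison used only the libraries of the groups compared, with no covariate. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in that comparison. Following the criteria of the study, a gene was called differentially expressed (DEG) at an adjusted p under 0.05, a fold change over 1.5 in either direction and a mean normalized value over 4. Interactions, the tests of whether a substrate effect differs between arms, were called at an adjusted p under 0.05 and a mean over 4 with no minimum fold change. Where every library of a group had 3 reads or fewer, a change was given as a bound computed against that floor. Every adjusted p-value of a gene below is from limma unless another tool is named.

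There were 13 such comparisons. They were aligned against random fibers in each of the 4 arms made by time and TGFb, TGFb against none on each substrate at each time, 48 h against 12 h without TGFb on each substrate, and 3 interactions. The genes named were fixed by a rule made before the data were examined: ARHGDIB, the 19 genes the study listed as shared with published systemic sclerosis data, and the genes with the largest change among DEGs whose groups did not overlap. That gave 5 higher and 5 lower genes for the substrate comparison at 48 h without TGFb and 3 in each direction elsewhere, while for interactions the 3 smallest p-values were taken. Genes without a symbol, and genes that would reveal personal details of a donor, were not named. The 3 genes called in all 4 arms and the mitochondrially encoded mRNAs were singled out after their values were seen.

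Lists of genes were written by hand before the data were examined. They covered TGF-beta targets (30 genes), interferon-stimulated genes (40), proliferation (40), cholesterol synthesis (25), actin and YAP/SRF targets (32) and cell motility (37). The genes reported by the study had been kept out of the cell motility list, while the interferon list shares IFIT1, IFIT2 and UBA7 with the 19 genes. Lists were tested with camera in limma at a preset correlation of 0.01, two-sided, with adjustment over the 24 tests of 6 lists in 4 substrate comparisons, and over 54 tests in the other comparisons. The score of a list in a library was the mean of log2(value + 1) over its genes with a mean value over 4. The share of reads from mitochondrial mRNAs was compared between groups by a two-sided exact permutation test.

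The tests were tried first on simulated counts for 14011 genes of which 200 were changed. Of these changed genes limma and edgeR each recovered 200 and DESeq2 recovered 199, with 2, 2 and 1 unchanged genes called. The smallest simulated change was 0.8 on the log2 scale, above the median of 0.70 of the DEGs at 48 h without TGFb. Genes with few reads were not among those changed, and all genes had a common dispersion of 0.0041 (a measure of spread). Recovery of smaller changes, of genes with few reads or under uneven spread was therefore not tried. Alternatives chosen before the data were examined were DESeq2 (version 1.42.0) and edgeR (version 4.0.16) with RLE scaling on the recovered reads, no filter on low counts, no minimum fold change (or a minimum of 1.5 for interactions), a single fit of all 48 libraries, the replicate number as a block, leaving out each library in turn for the substrate comparisons, and other set tests. The edgeR test with TMM scaling was the test chosen before the data were examined. Its run on the recovered reads as an alternative was added after seeing the data. So were a pseudocount of 0.1 and leaving out each library in the other comparisons.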

Results

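Fibroblast expression was measured in 48 libraries, 6 for each combination of fiber orientation (aligned or random), time (12 or 48 h) and TGFb (absent or present). Depth was similar across the groups. Reads per library ranged from 15.04 to 16.0 M (M for mega) on aligned fibers at 12 h without TGFb, from 15.4 to 17.7 M on random fibers in the same arm, from 15.7 to 17.5 M and from 15.8 to 18.6 M with TGFb at 12 h, from 15.5 to 17.3 M and from 16.0 to 17.8 M at 48 h without TGFb, and from 15.7 to 17.7 M and from 15.5 to 17.4 M at 48 h with TGFb, the aligned group first in each pair. The 10 most abundant genes took 7.99% to 12.6% of the reads of a library.

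The first 3 principal components of expression, which held 38.8%, 24.7% and 11.9% of the variance, separated the libraries by time and TGFb. On the second component all 24 libraries labelled 12 h lay between 19.5 and 39.2 and all 24 labelled 48 h between -32.0 and -25.0. On the first component, untreated libraries at 12 h scored from -58.9 to -57.7 on aligned and from -54.1 to -52.5 on random fibers, and treated ones from 35.9 to 47.5 and from 43.5 to 49.2. At 48 h the scores were closer together, from -8.86 to -5.38 without and from 18.2 to 21.1 with TGFb over both substrates. Fiber orientation thus gave a smaller separation than time or TGFb on these components.

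The comparison of aligned with random fibers at 48 h without TGFb addressed the central question of the study, whether fiber alignment alone changes gene expression. Of 13991 genes tested, 118 were differentially expressed, 62 higher and 56 lower on aligned fibers. The median absolute log2 fold change of the DEGs was 0.70, a value that the 1.5-fold minimum keeps high. The median standard error of a single gene, over all genes tested, was 0.058. In 74 of the 118 DEGs the 6 aligned and 6 random libraries did not overlap. Over all genes tested 7.12% did not overlap, where chance gives 0.217%. Removing the minimum fold change moved the count most, to 1996 genes, so most significant differences were smaller than 1.5-fold. The edgeR test on the recovered reads called 121 genes.

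**Figure D1:**
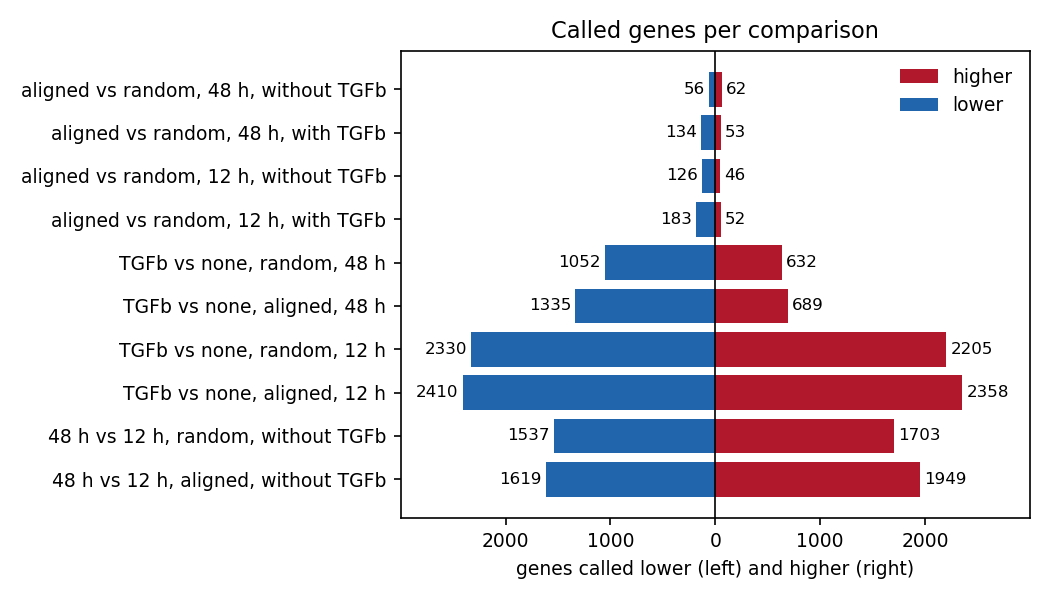
Number of differentially expressed genes in each comparison (horizontal axis, genes), with genes lower in the group named first drawn to the left of 0 and genes higher to the right. The 4 substrate comparisons call 118 to 235 genes, and the TGFb and time comparisons call 1684 to 4768.

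Among DEGs with a gene symbol whose groups did not overlap, those that rose on aligned fibers at 48 h included the pentraxin gene PTX3 (ENSG00000163661, chromosome 3, 157154639 to 157161422), at 1685 ± 100.2 normalized counts on aligned and 851.6 ± 40.8 on random fibers (SD, n = 6 each). Its log2 fold change of 0.98 ± 0.04 (SE) had an adjusted p of 1.7e-15. CEMIP (ENSG00000103888, chromosome 15, 81071684 to 81244117), which encodes a hyaluronan-binding protein, was at 8601 ± 1501 against 4420 ± 820, a log2 fold change of 0.96 ± 0.15 with an adjusted p of 0.00174. SLC38A11 (ENSG00000169507, chromosome 2, 165750864 to 165812035) rose from 62.7 ± 12.5 on random to 140.7 ± 29.7 on aligned fibers, by 1.15 ± 0.14 on the log2 scale (adjusted p 2.7e-05). DAB1 (ENSG00000173406, chromosome 1, 57460451 to 59012406) rose from 44.9 ± 7.60 to 94.6 ± 16.8, by 1.06 ± 0.12 (adjusted p 5.1e-07). The largest rise among these, 1.37 ± 0.28 with an adjusted p of 0.00106, was in B3GALT2 (ENSG00000162630, chromosome 1, 193147860 to 193155743), whose counts were low at 16.2 ± 4.79 against 5.98 ± 2.76. The span of DAB1 overlaps OMA1 and HNRNPA1P6 on the same strand, and PTX3, CEMIP and B3GALT2 overlap VEPH1, MESD and CDC73 on the opposite strand. The strand use of the counting was not stated, so the counts of these genes are uncertain.

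Among DEGs lower on aligned fibers with a gene symbol and groups that did not overlap, the collagenase MMP1 (ENSG00000196611, chromosome 11, 102660132 to 102668891) was at 5390 ± 475.5 normalized counts against 10350 ± 1038 on random fibers (SD, n = 6 each), a log2 fold change of -0.94 ± 0.08 with an adjusted p of 4.9e-06. The integrin subunit ITGB3 (ENSG00000259207, chromosome 17, 45331193 to 45391109) was at 237.2 ± 31.9 against 503.1 ± 67.3, with a change of -1.08 ± 0.11 (adjusted p 9.7e-06). B4GALNT1 (ENSG00000135454, chromosome 12, 58017192 to 58027022) changed most of these, by -1.26 ± 0.18 (69.7 ± 21.0 against 163.7 ± 23.6, adjusted p 0.000356). APOE (ENSG00000130203, chromosome 19, 45409048 to 45412650) changed by -1.03 ± 0.14, from 49.4 ± 6.96 to 23.8 ± 4.92 (adjusted p 8e-06). TMOD1 (ENSG00000136842, chromosome 9, 100263462 to 100364025) had few reads, at 6.4 ± 2.35 against 12.3 ± 2.52, and its change of -0.91 ± 0.27 had an adjusted p of 0.0219. This call was lost when replicate 3 of the aligned group (log2 fold change -0.67, adjusted p 0.0605) or replicate 3 of the random group (-0.83, adjusted p 0.0626) was left out, and over its alternatives the adjusted p ranged from 0.0151 to 0.0626. MMP1, B4GALNT1 and TMOD1 overlap WTAPP1, SLC26A10P and TSTD2 on the opposite strand, and ITGB3 overlaps a gene without a symbol on the same strand, so their counts are uncertain in the same way.

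ARHGDIB (ENSG00000111348, chromosome 12, 15094965 to 15114662) was singled out by the study. At 48 h without TGFb it was at 98.0 ± 15.9 normalized counts on aligned and 63.3 ± 7.67 on random fibers (SD, n = 6 each), a log2 fold change of 0.62 ± 0.11 with an adjusted p of 0.000169. The ranges of 82.8 to 120.3 and 54.0 to 73.9 did not overlap. By fold change ARHGDIB was number 50 of the 62 DEGs higher on aligned fibers. Its fold change was close to the 1.5-fold minimum, and it fell below it when replicate 1 or 3 of the aligned group or replicate 2 of the random group was left out, with log2 fold changes of 0.56, 0.57 and 0.58. Over all alternatives the adjusted p ranged from 1.5e-05 to 0.00336. With TGFb at 48 h the values were 88.2 ± 8.40 and 55.2 ± 9.83, a change of 0.68 ± 0.12 (adjusted p 0.00114). At 12 h no difference was detected without TGFb, at 16.6 ± 2.22 against 17.3 ± 6.47 (0.01 ± 0.22, adjusted p 0.983), and its sign changed with the tool. The difference at 12 h with TGFb, 53.6 ± 7.91 against 42.7 ± 4.68, was not significant either (0.31 ± 0.12, adjusted p 0.142). Whether the substrate effect without TGFb differed between 12 and 48 h was tested directly. The interaction of 0.61 ± 0.23 had a p from limma of 0.0128 before and 0.0866 after adjustment, so the difference between the times did not pass the threshold.

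**Figure D2:**
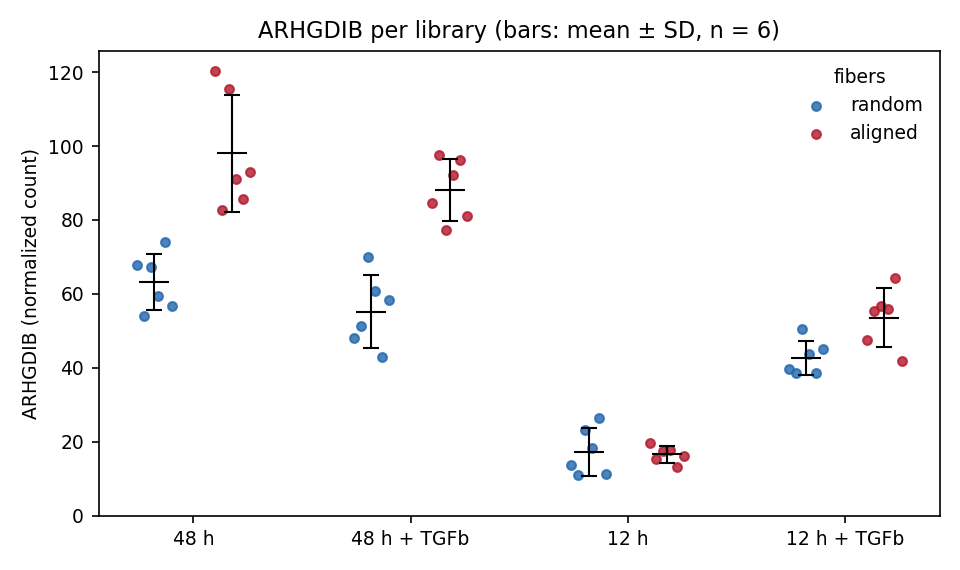
ARHGDIB normalized counts (vertical axis) in each of the 48 libraries, grouped by time and TGFb on the horizontal axis, with points for libraries and bars for the mean ± SD of 6. Aligned libraries lie at 82.8 to 120.3 and random libraries at 54.0 to 73.9 at 48 h without TGFb, while the groups at 12 h without TGFb overlap at means of 16.6 and 17.3.

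The 19 genes that the study listed as shared with published systemic sclerosis skin data were tested as a set fixed beforehand. At 48 h without TGFb all 19 had an adjusted p under 0.05, both over all genes tested and adjusted over the list alone. Since the study chose them from these libraries, that is not independent evidence. On aligned fibers 8 were higher and 11 lower, with absolute log2 fold changes of 0.60 to 0.90, and 13 of the 19 had groups without overlap, where chance gives 0.217%. RAMP1 (ENSG00000132329) rose most, by 0.90 ± 0.24 (adjusted p 0.0119), and GPX3 (ENSG00000211445) fell most, with a change of -0.87 ± 0.12 (29.8 ± 3.23 against 55.2 ± 6.26 normalized counts, adjusted p 9.9e-06). The smallest adjusted p, 3.0e-11, was that of GXYLT1 (ENSG00000151233), whose log2 fold change was 0.69 ± 0.05. The alternative that moved the count most was DESeq2, with 17 of the 19. No listed gene had an adjusted p over 0.05 under DESeq2, and those missing had no adjusted p.

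The other 3 arms share no libraries with that comparison. At 48 h with TGFb, 9 of the 18 listed genes tested had an adjusted p under 0.05 (12 adjusted over the list alone) and 17 had the same sign as at 48 h without TGFb. At 12 h without TGFb the numbers were 14 of 18 (15 adjusted over the list alone) with 16 of the same sign, and at 12 h with TGFb 6 of 17 (8 adjusted over the list alone) with 14 of the same sign. A single significant gene had the opposite sign, RAMP1 at 12 h without TGFb (-0.78, adjusted p 0.0212). It was no longer significant when replicate 2 or 3 of the aligned or replicate 3 of the random group was left out (-0.65, -0.66 and -0.68), with adjusted p from 0.00784 to 0.0592 over its alternatives. The largest change outside the 48 h arm without TGFb was in KRTAP1-5 (ENSG00000221852) at 12 h with TGFb, 1.26 ± 0.19 (adjusted p 0.000582), followed by ANGPTL4 (ENSG00000167772) at 12 h without TGFb, -1.26 with an adjusted p of 7.1e-09. KRTAP1-5 belongs to a family of similar genes, so its count is uncertain.

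**Figure D3:**
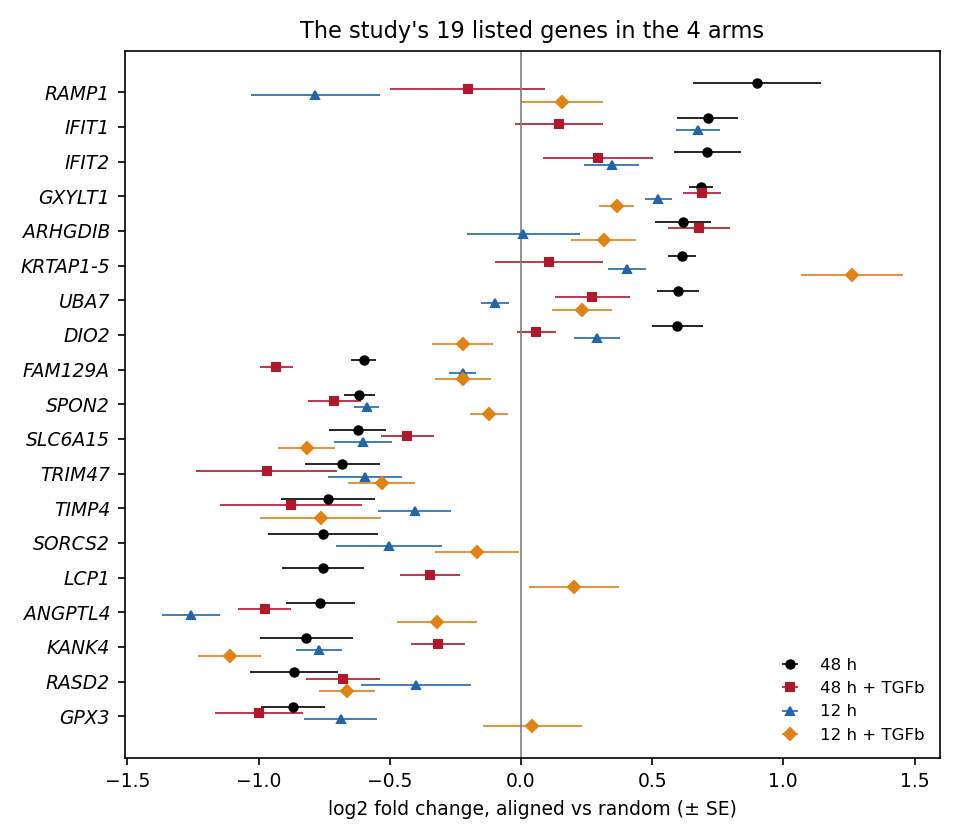
Log2 fold change of aligned against random fibers (horizontal axis, bars ± SE) for each of the 19 listed genes (vertical axis) in the 4 arms, where a gene with too few reads to be tested in an arm has no point. At 48 h without TGFb the absolute changes lie between 0.60 and 0.90, and in the other arms single genes reach -1.26 and 1.26.

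Substrate effects in the other arms addressed whether the response to alignment depends on time or TGFb. At 48 h with TGFb, 187 of 13669 genes tested were differentially expressed (53 higher, 134 lower). At 12 h there were 172 of 13586 without TGFb (46 higher, 126 lower) and 235 of 13754 with TGFb (52 higher, 183 lower). Without a minimum fold change the splits were closer to even. They were 570 higher and 658 lower, 1627 and 1641, and 526 and 623, in the same order. Groups did not overlap for 140, 91 and 164 of the 187, 172 and 235 DEGs. Over all genes tested 5.98%, 11.1% and 5.48% did not overlap, where chance gives 0.217%. Of the 118 DEGs at 48 h without TGFb, 91 were tested at 48 h with TGFb and 84 of those (92.3%) changed in the same direction. The numbers were 75 of 87 (86.2%) at 12 h without and 72 of 89 (80.9%) at 12 h with TGFb. DEGs in both arms numbered 43, 29 and 20, of which 43, 28 and 20 had the same sign. Across genes, which are not independent replicates, the log2 fold changes at 48 h without TGFb correlated with those of the 3 other arms at Pearson's r of 0.38, 0.24 and 0.25. Limiting the first of these to genes with a mean of at least 100 moved it most, to 0.61.

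MMP1 was again lower on aligned fibers at 48 h with TGFb, at 2069 ± 237.8 against 5615 ± 549.4 normalized counts (SD, n = 6 each), a log2 fold change of -1.44 ± 0.08 with an adjusted p of 2.8e-09. The neighboring stromelysin gene MMP10 (ENSG00000166670, chromosome 11, 102641233 to 102651359) changed by -1.59 ± 0.12 (46.7 ± 9.78 against 140.0 ± 10.8, adjusted p 1.2e-07), and B4GALNT1 by -1.51 ± 0.12 (adjusted p 2.0e-07). Genes higher in that arm were HAPLN1 (ENSG00000145681, chromosome 5, 82933624 to 83016674), which encodes a hyaluronan and proteoglycan link protein, at 184.2 ± 15.5 against 76.1 ± 9.96 (1.27 ± 0.09, adjusted p 1.1e-07), LRRN3 (0.99 ± 0.08) and CBX2 (0.95 ± 0.17). At 12 h without TGFb the mitochondrially encoded MT-ND6 (ENSG00000198695, chromosome M, 14149 to 14673) was at 720.2 ± 123.9 against 331.0 ± 76.9 (1.13 ± 0.16, adjusted p 0.000542), followed by GABBR2 (1.01 ± 0.19) and CAVIN2 (0.86 ± 0.11), while AKR1B10 (-1.37 ± 0.23), DYSF (-1.30 ± 0.23) and RGCC (-1.29 ± 0.19) were lower. At 12 h with TGFb, PTX3 was at 473.7 ± 70.4 against 190.2 ± 35.3 (1.32 ± 0.12, adjusted p 9.0e-06) and MMP10 at 216.1 ± 63.1 against 661.4 ± 72.1 (-1.66 ± 0.18, adjusted p 8.6e-05). KRTAP2-3 (1.75 ± 0.24) and KRTAP1-5 rose on aligned fibers, and DIO3 (-1.85 ± 0.39) and CHRNA9 (-1.60 ± 0.34) were lower. The KRTAP genes have near-identical family members, and MMP10, LRRN3 and DIO3 overlap WTAPP1, IMMP2L and DIO3OS on the opposite strand, so their counts are uncertain. Only 3 genes were DEGs in all 4 arms, each lower on aligned fibers throughout. They were ATP2A3 (ENSG00000074370, log2 fold changes from -0.96 to -0.59), HTRA3 (ENSG00000170801, from -0.84 to -0.62) and CPEB1 (ENSG00000214575, from -0.95 to -0.65).

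Lists of genes addressed whether alignment moved known programs in a common direction. Of 24 tests, 12 had an adjusted p under 0.05. With fry all 12 calls held, while an estimated correlation between genes moved the number most, to 4. These 4 were cholesterol synthesis at 48 h without TGFb, proliferation and cholesterol synthesis at 12 h without TGFb, and actin and YAP/SRF targets at 12 h with TGFb. At 48 h without TGFb, the cholesterol synthesis genes had a median log2 fold change of -0.18 (adjusted p 7.1e-14), with 21 of 24 lower. In the same arm proliferation genes had a median of -0.13 (2.4e-07, 27 of 40 lower), actin and YAP/SRF targets, which are genes induced when actin assembles under tension, of 0.06 (0.00139, 23 of 32 higher) and interferon-stimulated genes of 0.07 (0.0174, 20 of 33 higher). The interferon result rested on genes the study had listed: without the 19 genes its median was 0.03, and its adjusted p ranged from 0.00378 to 0.201 over the alternatives. Values for TGF-beta targets (-0.05, adjusted p 0.152) and cell motility (-0.01, 0.586) did not pass the threshold.

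At 12 h without TGFb the sign of the proliferation list was the opposite, with a median of 0.36 (adjusted p 4.7e-40). All 40 genes were higher on aligned fibers, and each of the 40 had an adjusted p under 0.05 of its own. Cholesterol synthesis was lower (-0.16, 2.4e-07, 22 of 25 lower), as were TGF-beta targets (-0.14, 0.000125, 21 of 30 lower), and actin and YAP/SRF targets were higher (0.10, 0.000274, 25 of 31 higher). Interferon-stimulated genes (-0.07, 0.452) and cell motility (-0.02, 0.472) did not pass. With TGFb at 12 h, actin and YAP/SRF targets were higher (0.21, 2.2e-11, 30 of 32 higher) and so was proliferation (0.08, 0.00506, 31 of 40 higher). TGF-beta targets (-0.07, 0.0738), cholesterol synthesis (-0.01, 0.472), cell motility (0.04, 0.531) and interferon-stimulated genes (0.00, 0.878) did not pass. The sign of the interferon median changed with the tool. With TGFb at 48 h, cholesterol synthesis was lower (-0.06, 0.00506, 19 of 24 lower) and actin and YAP/SRF targets were higher (0.08, 0.000183, 27 of 32 higher), while TGF-beta targets (0.02, 0.48), interferon-stimulated genes (-0.07, 0.452), proliferation (-0.07, 0.472) and cell motility (0.06, 0.494) did not pass. Cell motility thus passed in none of the 4 arms, with unadjusted p-values from 0.355 to 0.562. With fry its unadjusted p was 0.0409 at 48 h and 0.0339 at 12 h without TGFb, in the direction of lower expression on aligned fibers, and the adjusted p was 0.0701 and 0.0626. These set tests ask for a common direction, so genes that move both ways can cancel. At 48 h without TGFb, 5 of the 37 motility genes were higher and 6 lower at an adjusted p under 0.05 of their own. At 12 h without TGFb the numbers were 10 and 12. With TGFb they were 4 and 5 at 48 h, and 2 and 4 at 12 h. The list result thus does not mean that motility genes were unaltered.

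**Figure D4:**
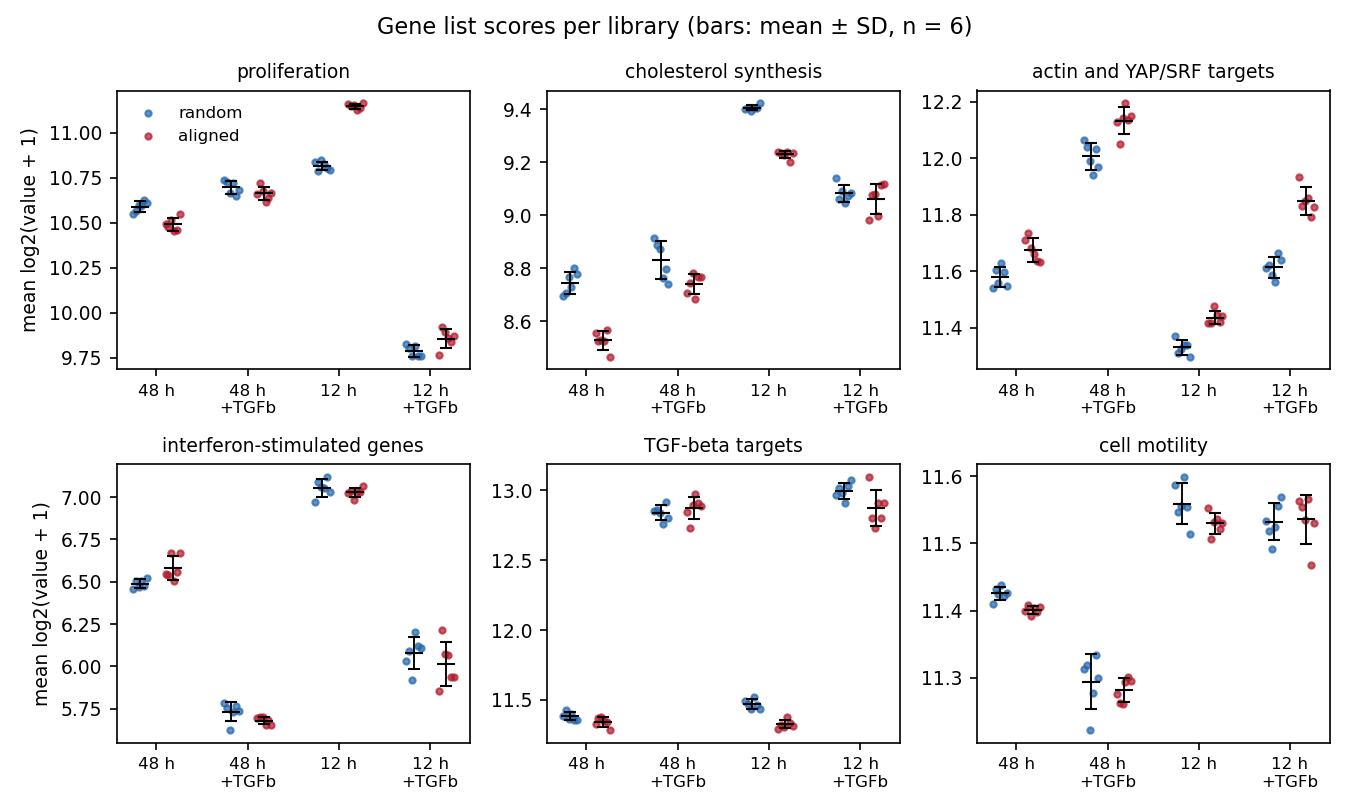
Score of each gene list per library (vertical axis, mean of log2(value + 1) over its genes) for aligned and random fibers in the 4 arms (horizontal axis), with points for libraries and bars for the mean ± SD of 6. The proliferation panel shows aligned above random at 12 h without TGFb, where the median gene difference is 0.36, and below it at 48 h, where that difference is -0.13.

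TGFb was compared with no TGFb on each substrate and at each time. At 48 h there were 1684 DEGs on random fibers (632 higher, 1052 lower) and 2024 on aligned fibers (689 higher, 1335 lower). At 12 h there were 4535 (2205 higher, 2330 lower) and 4768 (2358 higher, 2410 lower). The alternative that moved these counts most was again the absence of a minimum fold change, with 5798, 8009, 10180 and 9868 genes. Groups did not overlap for 1435, 1790, 4168 and 4369 of the DEGs, and for 24.8% to 54.3% of the genes tested, where chance gives 0.217%. The list of known TGF-beta targets served as a check of the treatment. Its median log2 fold change was 1.15 on random (adjusted p 1.7e-26) and 1.39 on aligned fibers (3.1e-21) at 48 h, and 1.16 (1.6e-09) and 1.21 (8.5e-09) at 12 h. Interferon-stimulated genes had medians of -0.75 and -0.90 at 48 h and of -0.996 and -0.90 at 12 h, in the same order. Proliferation genes were much lower with TGFb at 12 h (-1.15 with adjusted p 2.9e-15 on random and -1.41 with 1.9e-18 on aligned fibers) and slightly higher at 48 h (0.06 with 0.0148 and 0.18 with 0.000148).

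Among the large responses to TGFb at 12 h on random fibers was that of the interleukin gene IL11 (ENSG00000095752, chromosome 19, 55875750 to 55881831), which rose from 428.5 ± 10.8 to 34770 ± 4297 normalized counts (SD, n = 6 each), a log2 fold change of 6.33 ± 0.06 with an adjusted p of 4.7e-23. On aligned fibers it rose by 6.04 ± 0.18 (adjusted p 1.3e-11). IL1RN rose by 6.21 ± 0.19 on random fibers, and RGS16 by 7.28 ± 0.49 and PPP1R14C by 6.09 ± 0.33 on aligned fibers. FXYD6 had no reads in untreated cells on random fibers at 12 h and was at least 23.4-fold higher with TGFb. CLDN11 (ENSG00000013297, chromosome 3, 170136656 to 170172521) changed by -5.68 ± 0.17 on random and -5.65 ± 0.09 on aligned fibers. Lower as well were MTUS1 on random (-5.10 ± 0.26) and IFIT1 on aligned fibers (-5.16 ± 0.19), while HTR2B was at least 19.5-fold and 17.5-fold lower on random and aligned fibers. At 48 h LINC01705 rose by 4.00 ± 0.14 on random and 3.83 ± 0.13 on aligned fibers. LIPG (3.99 ± 0.21) and PPP1R14C (3.77 ± 0.21) rose on random fibers, and PCDH19 (4.38 ± 0.21) and TSPAN2 (4.05 ± 0.09, adjusted p 8.4e-24) on aligned fibers. The hepatocyte growth factor gene HGF (ENSG00000019991, chromosome 7, 81328326 to 81399754) changed by -4.89 ± 0.30 on random fibers and was at least 33.8-fold lower on aligned fibers. ANO3 (-4.02 ± 0.18 and -4.44 ± 0.14) and LINC00161 (-4.10 ± 0.27 and -4.15 ± 0.22) were lower on both. MTUS1, IFIT1 and HTR2B overlap PDGFRL, LIPA and PSMD1 on the opposite strand.

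The times were compared without TGFb. There were 3240 DEGs on random fibers (1703 higher at 48 h, 1537 lower) and 3568 on aligned fibers (1949 higher, 1619 lower), of which 2862 and 3237 had groups without overlap. With no minimum fold change the counts moved most, to 9773 and 10114. PALMD (ENSG00000099260, chromosome 1, 100111669 to 100160097) rose from 2.37 ± 1.95 to 147.3 ± 10.1 normalized counts on random fibers (5.69 ± 0.33, adjusted p 1.7e-10) and by 5.48 ± 0.18 on aligned fibers. TGFA rose by 5.43 ± 0.22 on random and SLITRK1 by 5.90 ± 0.43 on aligned fibers, and FOXE1 was at least 12.4-fold and 17.1-fold higher at 48 h. KIF5A (-4.38 ± 0.39) and TRIM7 (-4.32 ± 0.25) on random and TMEM51 (-4.14 ± 0.26) on aligned fibers were lower at 48 h. RTN4RL1 was at least 13.4-fold lower on random and 12.95-fold lower on aligned fibers, and KIF26A at least 7.63-fold lower on aligned fibers. ARHGDIB was higher at 48 h by 1.88 on random (adjusted p 3.0e-09) and 2.49 on aligned fibers (2.6e-15). The proliferation list had a median of -0.22 on random (adjusted p 7.8e-05) and -0.62 on aligned fibers (7.1e-16), and cholesterol synthesis of -0.46 and -0.51. KIF5A and TRIM7 overlap DCTN2 and TRIM7-AS2 on the opposite strand.

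Interactions tested whether the substrate effect itself differed between arms. Between 12 and 48 h without TGFb it differed for 1668 of 14387 genes, 847 with a more positive and 821 with a more negative effect at 48 h. Between libraries with and without TGFb it differed for 1488 of 14328 genes at 12 h (798 more positive with TGFb, 690 more negative) and for 167 of 14315 at 48 h (55 and 112). The last count depended on replicate 3 of the random group at 48 h with TGFb, without which it was 647. A minimum fold change of 1.5 moved all 3 counts by a larger ratio, to 161, 253 and 39. In number of genes, leaving out that library moved the last count further. Of the 161 genes, 115 had a more positive and 46 a more negative effect at 48 h, a less even split. The splits of the 253 and 39 genes were 136 and 117, and 13 and 26. The smallest p-values of the time interaction were those of the mitotic genes KPNA2, CCNB1 and CKAP2. KPNA2 was at 7551 ± 228.4 normalized counts on aligned and 5730 ± 85.2 on random fibers at 12 h, and at 3997 ± 108.8 and 4722 ± 118.3 at 48 h (SD, n = 6 each), an interaction of -0.64 ± 0.04 on the log2 scale with an adjusted p of 1.6e-13. The interactions of CCNB1 (-0.63 ± 0.04, adjusted p 3.6e-13) and CKAP2 (-0.67 ± 0.05, 4.3e-12) were similar. At 12 h the TGFb interaction was strongest for TRIB2, at 607.6 ± 27.03 against 730.6 ± 34.6 without and 1095 ± 48.4 against 755.9 ± 31.3 with TGFb (0.80 ± 0.06, adjusted p 3.3e-09), followed by LGR4 (-0.69 ± 0.07) and SPRY4 (0.69 ± 0.07), which overlaps SPRY4-AS1 on the opposite strand. At 48 h it was strongest for GPRC5A (-0.77 ± 0.07, adjusted p 1.1e-07), PLAT (-0.79 ± 0.08, 1.3e-07) and RCAN1 (-0.48 ± 0.06, 3.6e-06), each higher on aligned fibers without TGFb and lower with it.

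All 13 mitochondrially encoded mRNAs were compared after MT-ND6 had been seen among the largest changes. Their median log2 fold change on aligned against random fibers was 0.48 at 48 h without TGFb, 0.67 at 48 h with TGFb, 0.45 at 12 h without TGFb and 0.04 at 12 h with TGFb. The numbers with an adjusted p under 0.05 were 13, 13, 12 and 0. In the last arm all 13 were higher as well, and 2 had an unadjusted p under 0.05. The substrate effect differed between libraries with and without TGFb at 12 h, with a median interaction of -0.39 and 12 of the 13 past an adjusted p of 0.05. As a share of all reads these mRNAs took 3.20% ± 0.167 on aligned and 2.38% ± 0.336 on random fibers at 48 h without TGFb (SD, n = 6 each), 2.66% ± 0.148 and 1.78% ± 0.275 at 48 h with TGFb, 2.53% ± 0.109 and 1.88% ± 0.0987 at 12 h without TGFb, and 2.35% ± 0.354 and 2.31% ± 0.131 at 12 h with TGFb. The exact permutation p was 0.00216 in the first 3 arms, the smallest that 6 against 6 libraries can give, and 0.81 in the last, or 0.00288 and 0.81 after adjustment over the 4 arms.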

Values the study reported

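The study reported 78 genes as differentially expressed between fibroblasts on aligned and on randomly oriented fibers at 48 hours, at normalized counts above 4, a fold change above 1.5 and an adjusted p-value below 0.05. It stated that 19 of the 78 were shared with published systemic sclerosis skin datasets. Sequencing of the fibroblast samples was described as averaging 29 M reads per sample, with about 90% of reads aligning to a single place in the genome. ARHGDIB was described as being among the genes that rose most on aligned fibers.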

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

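The tests of sequencing depth, of genes with few reads in the interferon score and of the length trend in the motility score alone and the cholesterol scores, for single libraries that lay apart from their groups, were chosen only after those libraries had been seen, and the length test of list scores was corrected then to keep all genes of a list. So were the set of mitochondrially encoded mRNAs, the set of nuclear respiratory genes compared with it in each arm, the fourth principal component and mitochondrial share as measures searched for unusual libraries, and the choice to list only interactions of gene lists with an adjusted p under 0.05 at an estimated correlation.

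The effect of fiber alignment differed between arms by a direct test of the difference. It differed between 12 and 48 h without TGFb for 1668 genes, with TGFb at 12 h for 1488 genes and with TGFb at 48 h for 167 genes. For each of these counts, 1 of the 100 splits of the libraries gave as many genes, the real one, and the highest counts among the other splits were 1, 245 and 3. These splits shuffled the aligned and random labels within each arm, which breaks up the substrate effect itself along with its difference between arms. They argue against no substrate effect at all and cannot tell a differing effect from an equal one. Libraries with a marked trend on transcript length, described with the fourth principal component, are argued against as the source of the TGFb interactions, since leaving them out raised the counts to 2148 at 12 h and 647 at 48 h. The second of these is the count without replicate 3 of the random group at 48 h with TGFb. Under edgeR with TMM the counts were 1664, 1497 and 177 genes. That scaling hardly differed from RLE, for example with a median proliferation interaction with time of -0.507 against -0.505. It therefore cannot tell whether the scaling contributed to the counts. Each arm and substrate was its own set of libraries and no batch was named, so a batch that followed the groups and an effect of the design cannot be told apart. All TGFb interactions, here and below, take the time labels of the treated libraries as given. Whether these labels were exchanged was not settled. A biological dependence on time and TGFb stays among the open explanations, untested.

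Proliferation genes had the clearest of these differences. They were higher on aligned fibers at 12 h without TGFb and lower at 48 h, with a median interaction with time of -0.508 on the log2 scale. All 40 genes had a negative interaction, 34 of them with an adjusted p under 0.05, and the adjusted p of the list was 1.8e-56 at the preset correlation, 3.9e-14 under fry and 1.0e-06 at an estimated correlation. Removing a smooth trend on GC content and transcript length left a median of -0.489, and under TMM scaling the median was -0.513 relative to all genes, which argues against that trend and against the scaling as the whole cause. The interaction of the mean list score was -0.431, and over the 24 fits that each left out 1 library it stayed between -0.443 and -0.424, which argues against a single library. With TGFb at 12 h the list had an interaction of -0.285 (38 of 40 genes lower, estimated-correlation adjusted p 0.000659 and 2.2e-20 at the preset one), and -0.247 after the GC and length trend was removed. One hypothesis is that cells on aligned fibers divided more at 12 h and reached a slower state by 48 h. It could not be separated from a batch that followed the groups or from a difference in cell density, and neither cell number nor density was analysed here.

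Other lists had smaller interactions. Between libraries with and without TGFb at 48 h the median interaction was -0.125 for interferon-stimulated genes (24 of 33 lower) and 0.138 for cholesterol synthesis (21 of 24 higher). At 12 h it was 0.123 for cholesterol synthesis (20 of 25 higher) and 0.137 for actin and YAP/SRF targets (28 of 32 higher), and between the times without TGFb it was 0.155 for interferon-stimulated genes (24 of 34 higher). At an estimated correlation the adjusted p-values over 18 tests were 0.0234, 0.0234, 0.00522, 0.0099 and 0.0309, and at the preset correlation they were 0.00131, 1.5e-06, 0.000339, 0.000825 and 0.0023. After removal of the GC and length trend the medians were -0.103, 0.146, 0.141, 0.078 and 0.161. This argues against that trend as the whole cause, although for actin and YAP/SRF targets it may account for part of the difference. Leaving out single libraries kept the sign of each median, and the widest range, from -0.167 to -0.098, was that of interferon-stimulated genes at 48 h. The interferon list holds IFIT1, IFIT2 and UBA7, which the study had selected at 48 h without TGFb, so its interactions are in part not independent of that choice. A batch that followed the groups stays open for all of them, as does a biological difference, which was not tested. For the TGFb interactions, exchanged time labels of the treated libraries stay open too.

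All 13 mitochondrially encoded mRNAs were higher on aligned fibers in each of the 4 arms, but at 12 h with TGFb only slightly and with 0 past an adjusted p of 0.05, and the median interaction at 12 h was -0.387, with 12 of 13 genes past an adjusted p of 0.05. At 48 h the corresponding interaction was 0.19, with 0 genes past an adjusted and 0 past an unadjusted p of 0.05. After removal of the GC and length trend the 12 h median was -0.42. Over the 24 fits that each left out 1 library, the interaction of their mean log2 value, -0.382 with all libraries, lay between -0.422 and -0.329, so 1 library did not produce it. If a change in the number of mitochondria per cell were the cause, nuclear genes of the respiratory chain would be expected to move the same way. The 77 nuclear genes instead had a median interaction of 0.07, above 99.81% of 10000 random gene sets matched on expression, which argues against that explanation for the interaction at 12 h. In the 12 h arm without TGFb their median change on aligned fibers was -0.06, above 0% of such sets, which argues against it there as well. At 48 h they moved the same way as the mitochondrial mRNAs, by 0.04 without TGFb (above 99.69% of the sets) and by 0.08 with TGFb (above 100%). These shifts were much smaller than the 0.48 and 0.67 of the mitochondrial mRNAs. For the 48 h arms more mitochondria per cell stays a candidate explanation on direction alone. The random sets were matched on expression only, so for genes that move together these percentages overstate the certainty. Mitochondrial mRNAs carry short poly(A) tails, so a difference in RNA quality or poly(A) selection between preparations may also move them. That was not tested, and together with a batch that followed the groups and a biological effect of TGFb it stays open. So do exchanged time labels of the treated libraries, for the comparisons that use them.

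Single libraries were compared with the others of their group on 12 measures. Of 96 such tests, 8 found a library apart, where chance gives 4.8, so some of them are what chance gives. On the fourth principal component, which held 3.04% of the variance, replicate 5 of the aligned group at 12 h with TGFb scored -42.16 against -3.81 to 12.8 for the others of its group. Replicate 3 of the random group at 12 h with TGFb scored -28.54 against 5.84 to 10.8, and replicate 3 of the random group at 48 h with TGFb -31.48 against 1.2 to 8.95. All 3 of these libraries had the most negative slope of expression on transcript length in their group, at -0.152, -0.125 and -0.153 on the log2 scale per doubling of length, and 0 of the 3 had the fewest reads of their group. A candidate explanation is therefore that shorter transcripts were favored in these libraries, as degraded RNA might do, while low depth is argued against. Replicate 1 of the random group at 48 h without TGFb lay apart to a lesser degree (-12.53 against -0.90 to 2.78), with a slope of -0.0458 that was also the most negative of its group. No biological explanation for single libraries was tested.

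Some libraries lay apart in the scores of gene lists, the mean of log2(value + 1). The interferon score of replicate 3 of the random group at 48 h with TGFb was 5.623 against 5.73 to 5.78 for the others, and the cell motility score of replicate 5 of the aligned group at 12 h with TGFb was 11.47 against 11.5 to 11.6. The test set beforehand expected both gaps to the nearest library, as a share of the range, to come within the limit for groups of 6 once a straight-line trend on transcript length was removed from each library. With all genes of the lists kept, that expectation was not met. The motility gap fell from 0.6357 to 0.4313, within the limit, which is consistent with the length trend in that library, but the interferon gap only moved from 0.6652 to 0.6583, beyond it. Leaving out OAS2 and HERC5, which have few reads, brought the interferon gap to 0.4554 with no trend removed, but 51 of the 630 omissions of as many genes of the list went as low and 342 came within the limit. For the interferon score the length trend, counting noise and chance therefore cannot be told apart.

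Cholesterol synthesis scores set apart replicate 5 of the aligned group at 12 h without TGFb (9.202 against 9.23 to 9.24) and replicate 6 of the random group in the same arm (9.422 against 9.39 to 9.40). Both libraries had the most negative slope of expression on transcript length in their group, at -0.0328 and -0.0518. Removing the length trend took the gap from 0.6304 to 0.2561 of the range in the random library, within the limit, but from 0.6358 to 0.7814 in the aligned one. Of the 25 omissions of a single gene of the list, 12 (aligned) and 17 (random) brought the gap within the limit, so both libraries were apart by a narrow margin. For the random library the length trend is a candidate explanation, beside chance. For the aligned library the length trend and chance cannot be told apart. Only 1 of the 2 libraries had the most or fewest reads of its group, which decides nothing on depth. No biological explanation for single libraries was tested.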

How the results depend on the processing

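Without a minimum fold change the substrate comparisons called 1996 and 1228 genes at 48 h (without and with TGFb) and 3268 and 1149 at 12 h. The TGFb comparisons called 5798 on random and 8009 on aligned fibers at 48 h and 10180 and 9868 at 12 h, and the time comparisons 9773 and 10114. These counts follow from the construction of the setting, as does the fall of the interactions to 161 (time), 253 (TGFb at 12 h) and 39 (TGFb at 48 h) genes over 1.5-fold. A single fit of all 48 libraries lowered the time interaction to 853 genes, 843 of them among the 1668. The cause was not tested.

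Across DESeq2, edgeR with RLE or TMM scaling, no filter on low counts, the fit of all libraries and a pseudocount of 0.1, the other counts stayed within 1.5 times their reported values. The comparison at 48 h without TGFb gave from 80 (DESeq2, 77 of them among the 118, where 37 of the 118 had no adjusted p) to 121 genes, and the others 178 to 201 (48 h with TGFb), 149 to 192 (12 h without) and 233 to 252 (12 h with). The edgeR test with TMM, first chosen as the principal test and run on the recovered reads after seeing the data, called 121, 190, 174 and 238 genes. TGFb comparisons ranged from 1658 to 1876 on random and 2003 to 2327 on aligned fibers at 48 h, and from 4518 to 5194 and 4774 to 5418 at 12 h. No scaling moved the share of higher calls by 10 percentage points. Of the study's 19 genes, 17 (DESeq2) to 19 had an adjusted p under 0.05 in the alternatives run for them. Those missing under DESeq2 had no adjusted p.

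When each library was left out in turn, the substrate comparisons gave 102 to 128, 168 to 220, 141 to 186 and 195 to 270 genes, in the same order. The 19 genes all kept an adjusted p under 0.05 in each of these 12 fits. The interaction with TGFb at 48 h ranged from 124 to 647 genes over 24 fits, the highest without replicate 3 of the random group with TGFb, and the interactions at 12 h and with time from 1184 to 1878 and from 1386 to 1839. For each of the 13 comparisons 1 of the 100 splits of the libraries gave as many genes, the real one, while the highest count in any other split was 1829, for TGFb on aligned fibers at 12 h. For the interactions this argues only against no substrate effect at all, since aligned and random labels were shuffled within each arm.

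The substrate effect on ARHGDIB at 12 h without TGFb changed sign under DESeq2 (-0.051), edgeR with RLE (-0.048) and edgeR with TMM (-0.049), and ranged from -0.099 to 0.14 over the 12 fits that each left out 1 library. Over such fits GPX3 at 12 h with TGFb ranged from -0.024 to 0.13, and KRTAP1-5 at 48 h with TGFb from -0.008 (without replicate 2 of the aligned group) to 0.244. None of these effects was significant in any of these fits, and the cause was not tested. Without the 19 genes, interferon-stimulated genes at 12 h with TGFb had a median of -0.008. An estimated correlation left 4 of the 12 list results past the threshold, while fry kept all 12, and the cause was not tested. Counting each named gene and each list under each setting that keeps all libraries, 997 and 86 results were unaltered, while 1 gene and 9 lists were weaker and 2 genes stronger. With 1 library left out, 1773 results for genes were unaltered, 46 weaker and 7 stronger. Correlation of the substrate effects at 48 h without and with TGFb rose to 0.612 for genes with a mean of at least 100.

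The replicate numbers were checked for pairing. Deviations from the group means of libraries with the same number had mean correlations of -0.122 to 0.059, and at most 2 of 6 pairs in any comparison exceeded 0.1, so the libraries share only a number. With the replicate block the substrate comparisons called 115, 196, 173 and 187 genes, the TGFb comparisons 1682, 2026, 4533 and 4775, the time comparisons 3247 and 3571 and the interactions 138 (48 h), 1168 (12 h) and 1725 (time), with all 19 listed genes and 12 list results past the threshold. Depth limits genes with few reads most, for which the log2(value + 1) scale understates changes.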

Other observations

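The tests of depth, of replicate spread and of exchanged time labels for the response to TGFb, and the test of uneven spike-in addition, were chosen only after the results had been seen.

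More genes responded to TGFb at 12 h than at 48 h on both substrates. Median depth at 12 h was 0.9857 times that at 48 h, so deeper libraries are argued against. Regardless of p, 4600 genes exceeded 1.5-fold at 12 h and 1775 at 48 h on random fibers, and 4849 and 2078 on aligned fibers, a ratio of at least 2.333, which argues against a smaller spread between replicates. Had the time labels been exchanged among treated libraries, the time effect with TGFb would be expected to run against that without it. Across genes, which are not independent replicates, the time effect without TGFb on random fibers correlated with that with TGFb on aligned fibers at a Pearson's r of 0.181. The substrate effects of untreated and treated libraries, which share no libraries, gave no common answer. Their r at the same time exceeded that at different times by 0.114 for untreated libraries of 48 h, but the difference was -0.167 for those of 12 h. The 4535 genes called at 12 h on random fibers were followed on aligned fibers, which share no libraries with them. Between 12 and 48 h, 81.32% of them moved the way of TGFb in untreated cells, with a median of 0.49 on the log2 scale, and 74.6% moved back in treated cells, with a median of -0.37. The median effect of TGFb on aligned fibers in its direction was 1.02 at 12 h and 0.16 at 48 h. These genes were chosen for their response at 12 h and both movements add up to the fall of that response, so they restate it, and opposite movements with and without TGFb are also what exchanged labels would give. Exchanged time labels, changes of untreated or treated cells over time and a batch that followed the times therefore cannot be told apart, and what the label of 12 h counts from is not stated.

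The share of ERCC spike-in reads was higher on random than on aligned fibers at 12 h without TGFb, at 0.459% ± 0.103 against 0.334% ± 0.0473 (SD, n = 6 each), a ratio of 1.37. The two-sided exact permutation p of 0.0303 was 0.121 after adjustment over the 4 arms, so it was not significant. In the other 3 arms the share was also higher on random fibers, with ratios of 1.05 at 48 h without TGFb, 1.29 at 48 h with TGFb and 1.18 at 12 h with TGFb, and adjusted p-values of 0.216, 0.216 and 0.225. A lower share could mean more RNA per cell or uneven addition of the spike-in. Within a single group the highest share was up to 2.236 times the lowest, and these explanations cannot be told apart, because how the spike-in was added is not stated. No biological explanation was tested.

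The number of differentially expressed genes at 48 h without TGFb was 118 here, and DESeq2 called 80. The first is higher than the number quoted from the study above. The study used DESeq2 too, in another version, and the DESeq2 count here is close to its number.

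Reads assigned to genes and spike-ins had a median of 16.4 M per library here. That is lower than the depth quoted from the study above, which was stated for sequenced reads.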
